A study of Homo sapiens with 10 samples. Its data were reported in "An integrative multi-dimensional genetic and epigenetic strategy to identify aberrant genes and pathways in cancer" (2010).

How the data were processed

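Gene expression was measured on Affymetrix U133 Plus 2.0 arrays, on which each transcript is read by sets of short oligonucleotide probes. There were 10 arrays, 1 for each cell line. The 9 breast cancer cell lines were BT474, MCF7 and 7 of the HCC series (HCC38, HCC1008, HCC1143, HCC1395, HCC1599, HCC1937 and HCC2218), and the reference was MCF10A, a non-malignant mammary epithelial line. The 7 HCC arrays were made for the study, the BT474 and MCF7 arrays came from caBIG, and the MCF10A array was taken from an earlier series. Per the labels, RNA of the HCC lines was prepared with a Qiagen kit, whereas MCF10A RNA was extracted with Tri reagent, and the normal growth medium given for MCF10A holds EGF, hydrocortisone, insulin and horse serum. Media of the cancer lines are not given in the sources used here.

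The deposited values are RMA expression values on the log2 scale, computed by the authors with the affy package of Bioconductor on all 10 arrays together. RMA subtracts background, applies quantile normalization and summarizes the probes of each probe set; its version is not given in the sources used here. A difference of 1 on this scale is a 2-fold difference. The values of the 10 arrays had medians from 6.06 to 6.13 and SDs from 2.00 (BT474) to 2.22 (HCC38), so the arrays were not equal in distribution. Because quantile normalization makes arrays alike, a change shared by most genes of a line would be removed from these values. No count or depth stands behind an array value, and the number of arrays limits the precision.

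The table holds 54675 probe sets, of which 62 are controls. Gene names came from the platform annotation supplied with the data: 41091 probe sets had exactly 1 gene symbol, 1801 had several and 11721 had none. Of the first kind, 41037 matched a gene of the GRCh38 RefSeq gene table by Entrez identifier, which was used only for current symbols and chromosomes. Probe sets with several symbols or none were not named, and genes reached only by these were not analysed here. Of the 19775 genes, 10523 had at least 2 probe sets. The probe set with the highest mean over the 10 arrays stood for the gene.

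Following the methods of the study, a gene was called over or under MCF10A in a line when the log2 value of the line minus that of MCF10A was above 1 or below -1. The study also required detection calls from MAS 5.0, which were not used here. In their place, a gene entered the comparison of a line when either of both values was at least 6. Recurrence was counted at 6 of 9 lines, the frequency the study used for expression changes with a matching DNA change, and at 9 of 9 lines. Where the lower value of a pair lies under 6 it was not shown to be above background, and the size of such a difference is approximate. With 1 array per line, a difference in a single line has no replicate check. The 9 differences also share the MCF10A array, so the recurrence was set against 100 simulated data sets in which each gene had the mean and SD of the 9 cancer lines and MCF10A was drawn from the same distribution. In addition, each of the 10 lines was taken as the reference in turn.

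A group comparison of the 9 cancer lines with MCF10A was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over the 15702 genes that reached 6 on at least 1 array, with two-sided p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. All residual degrees of freedom come from the cancer lines, and the lone MCF10A array is assumed to vary like them. P-values therefore measure whether MCF10A lies outside the spread of 9 different lines. Where the cancer lines lie under 6, as for PHACTR3 (3.75 ± 0.12), their signal was not shown to be above background. The small SD of such a gene need not be a spread of expression between lines. Origin of the array and cell line cannot be told apart for MCF10A. A covariate for caBIG origin, used as an alternative, coded MCF10A with the HCC arrays. It therefore did not adjust for the source of the MCF10A array. Gene lists were tested with camera (cameraPR) on the moderated statistics at an inter-gene correlation of 0.01, with adjustment over the 29 lists, and again with an estimated correlation and with fry.

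The lists were neuregulin and ERBB2 signalling, 17q12 ERBB2 neighbours, oestrogen receptor and luminal genes, basal and myoepithelial genes, cornified envelope and keratinocyte differentiation, adherens and tight junctions, mesenchymal genes, fibrillar and network collagens, cell cycle and mitosis, 9p21 and G1 regulators, interleukin 1 and chemokines, interferon response, MHC class I and II, EGF response, glucocorticoid response, sterol synthesis, hypoxia and glycolysis, heat shock and chaperones, p53 targets, HOX genes, cancer-testis antigens, ribosomal proteins, housekeeping genes, leukocyte, fibroblast and endothelial markers, the FGFR axis, and a pair of lists drawn from the study, namely the genes with frequent multiple concerted disruption (MCD) and the genes it discusses. The lists, the rule for named genes and, apart from the exceptions given at the end, the tests and alternatives were fixed before the data were examined. The rule named up to 15 genes in each direction among those past 2-fold in 9 of 9 lines and past adjusted p 0.05, ordered by median difference. It also named the genes of both study lists, up to 4 members of every other list past 2-fold in at least 6 lines (or the 2 with the largest difference where none passed), the 3 genes most specific to each line at a level of at least 8, and the 6 genes with the widest range among those over MCF10A in some lines and under it in others. XIST and Y-linked genes were never named.

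The group fit was tested on simulated data with 200 changed genes among 15702, modelled on the comparison of the 9 lines with MCF10A. It called 2% of the 50 genes changed by 1 on the log2 scale, 24% of the 50 changed by 2, 46% of the 50 changed by 3 and 78% of the 50 changed by 5, and 2 of the 15502 unchanged genes. Alternatives were no level filter, a filter of 7, the median over probe sets, leaving out probe sets ending in _s_at or _x_at, a log2 difference of 1.5, centring of each array on its median, renewed quantile normalization, only the 7 HCC lines, leaving out each cancer line in turn, and other forms of the group fit, of the list test and of the correlation. Chosen only after the data were seen were a count in which any probe set of a gene could pass, the list test with every other line as the reference, the test of a single shared reference, and the demand that the lower confidence limit of the share of next probe sets on the same side exceed 80%. In weighing the medium of MCF10A, the demand that both lists also pass with an estimated correlation was not in the rule written beforehand. Tables were read with the R package data.table (version 1.17.8), and figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.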

Results

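Expression profiles of 10 cell lines were compared, each on 1 array. The breast cancer cell line group held 9 lines and the MCF10A group held the single non-malignant mammary line that the study took as normal. On each array between 12705 (MCF10A) and 13301 (MCF7) of 19775 genes reached a log2 value of 6. All values are RMA expression on the log2 scale, and a mean ± SD is over the 9 cancer lines.

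To see which genes each cancer line expresses differently from MCF10A, the MCF10A value was subtracted from that of each line. The luminal keratin KRT19 was 11.17 ± 3.23 (SD, n = 9) against 4.64 in MCF10A, which lies under the level filter, and was over it in 8 lines, and the basal keratin KRT5 was under it in 7 lines, with a median of -5.84. CSTA, a protease inhibitor of the cornified envelope, lay under MCF10A in 9 lines with a median of -7.16, and the receptor tyrosine kinase AXL in 8 lines with a median of -7.13. In each line 1617 (HCC1395) to 2214 (HCC38) genes were over MCF10A and 1666 (HCC1937) to 3516 (BT474) were under it, with means of 1826 ± 205 and 2380 ± 540 (SD, n = 9). These counts were 24.4% (HCC1937) to 36.9% (BT474) of the genes compared. A single difference has no replicate check. In BT474 over calls were 33.0% of all calls, and 50.7% once the arrays were quantile normalized again. The shares in MCF7 were 39.2% and 52.9%, and over all lines 43.4% and 49.3%.

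**Figure D1:**
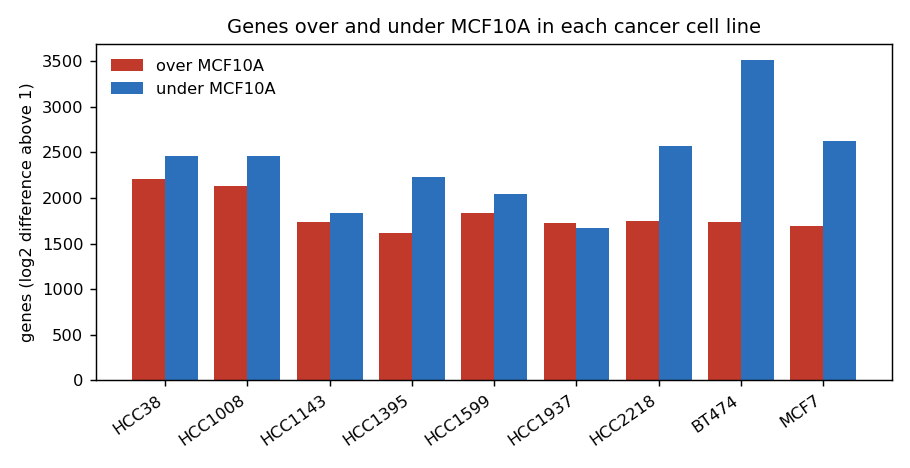
Number of genes over (red) and under (blue) MCF10A by more than 1 on the log2 scale in each of the 9 cancer cell lines, with 1 array per line. Under calls outnumber over calls in every line but HCC1937, with the widest gap in BT474 (1734 over, 3516 under), but after renewed quantile normalization over calls outnumber under calls in BT474 (2508 and 2441) and MCF7 (2293 and 2041) as well.

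The next question was which genes differ from MCF10A in all cancer lines. Among the genes higher in the cancer lines was ARMCX6 on chromosome X, which was 10.78 ± 0.68 (SD, n = 9) against 5.76 in MCF10A (limma adjusted p = 0.011). The anti-proliferative gene TOB1 on chromosome 17 was 11.94 ± 0.90 against 6.48 (limma adjusted p = 0.029), although its next probe set differed by only 1.15. HENMT1 on chromosome 1, a small RNA methyltransferase, was 9.35 ± 0.45 against 4.98 (limma adjusted p = 0.0041), and the folate receptor gene FOLR1 on chromosome 11 was 10.11 ± 0.25 against 6.77 (limma adjusted p = 0.0022). The next probe set of FOLR1 had a mean difference of 2.47 but was not on the same side in all lines. The mitochondrial isocitrate dehydrogenase IDH2 on chromosome 15 was 11.03 ± 0.56 against 7.81 (limma adjusted p = 0.048), with a difference of 0.64 at its next probe set. The other 9 genes of this kind were VMP1, ZNF32, ZNF14, SLC26A11, PPP1CB, ZNF140, TLE2, TUG1 and RRN3P1, with median differences from 2.01 (RRN3P1) to 3.64 (VMP1). The next probe set differed by -0.08 for PPP1CB, 1.11 for TUG1 and 1.30 for TLE2, and RRN3P1 had a median difference of -0.42 with the median over its probe sets.

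Most of these calls ended when 1 cancer line was left out, with limma adjusted p above 0.05. The call of TLE2 and SLC26A11 held only without HCC1937 (otherwise 0.055 to 0.082 for TLE2 and 0.053 to 0.075 for SLC26A11), and that of IDH2 only without HCC1599 or HCC1937 (otherwise 0.063 to 0.095). VMP1 held only without HCC1599 or HCC2218 (otherwise 0.057 to 0.081), ZNF32 only without BT474 or MCF7 (0.055 to 0.075) and RRN3P1 only without HCC1008 or BT474 (0.059 to 0.075). ZNF140 lost its call without HCC38, HCC1008, HCC1143, HCC2218 or MCF7 (0.053 to 0.069), TUG1 without HCC1008, HCC1395, HCC1599, HCC2218 or MCF7 (0.0503 to 0.064) and TOB1 without HCC1008 (0.060), HCC1143 (0.053) or HCC1599 (0.053). ARMCX6, HENMT1, ZNF14, FOLR1 and PPP1CB kept theirs whichever line was left out, but with the median over probe sets FOLR1 (0.40) and PPP1CB (0.95) did not.

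More genes were lower than higher in the cancer lines. For several of them, such as BNC1, CCL20, IL20RB and ALOX5AP, the cancer mean lay under 6, where the SD may be that of background. The transcription factor BNC1 on chromosome 15, a gene of basal keratinocytes, was 4.27 ± 0.22 (SD, n = 9) against 8.52 in MCF10A (limma adjusted p = 0.00092). The chemokine CCL20 on chromosome 2 was 5.62 ± 0.68 against 10.30 (limma adjusted p = 0.017), and IL20RB on chromosome 3, a cytokine receptor subunit, was 5.65 ± 0.86 against 10.38 (limma adjusted p = 0.045). ANGPTL4 on chromosome 19, a secreted inhibitor of lipoprotein lipase, was 6.74 ± 0.34 against 10.72 (limma adjusted p = 0.0022), with a difference of -3.59 at its next probe set. ALOX5AP on chromosome 13, which activates the 5-lipoxygenase, was 5.85 ± 0.29 against 9.74 (limma adjusted p = 0.0020). The vitamin D activating enzyme CYP27B1, the transporter SLCO1B3, the mesothelin gene MSLN, the phosphatase gene INPP5D, the tensin gene TNS4, and ABLIM3, ZBED2, LOC105379362, TRNP1 and CCBE1 also passed, with median differences from -4.61 (ABLIM3) to -3.32 (MSLN). Of these 15 genes, 3 lost the call when 1 line was left out: IL20RB held only without HCC1937 (otherwise adjusted p = 0.062 to 0.089), and CCBE1 (0.053 to 0.095) and INPP5D (0.056 to 0.087) only without BT474. With the median over probe sets TRNP1 (0.069) and INPP5D (0.27) did not pass.

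In total 14 genes rose and 50 fell at an adjusted p under 0.05, among 15702 genes tested with limma, and each of these 64 was past 2-fold in 9 of 9 lines. An unadjusted p under 0.05 was given to 1213 genes. The count depended on the lines included, since only 7 genes rose without HCC1008, HCC1143 or MCF7, 8 without HCC38, and 9 without HCC1599 or HCC2218. Of 15 called genes with a further probe set of mean level 6 or more, 14 had it on the same side and 3 had it past 2-fold in all lines.

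**Figure D2:**
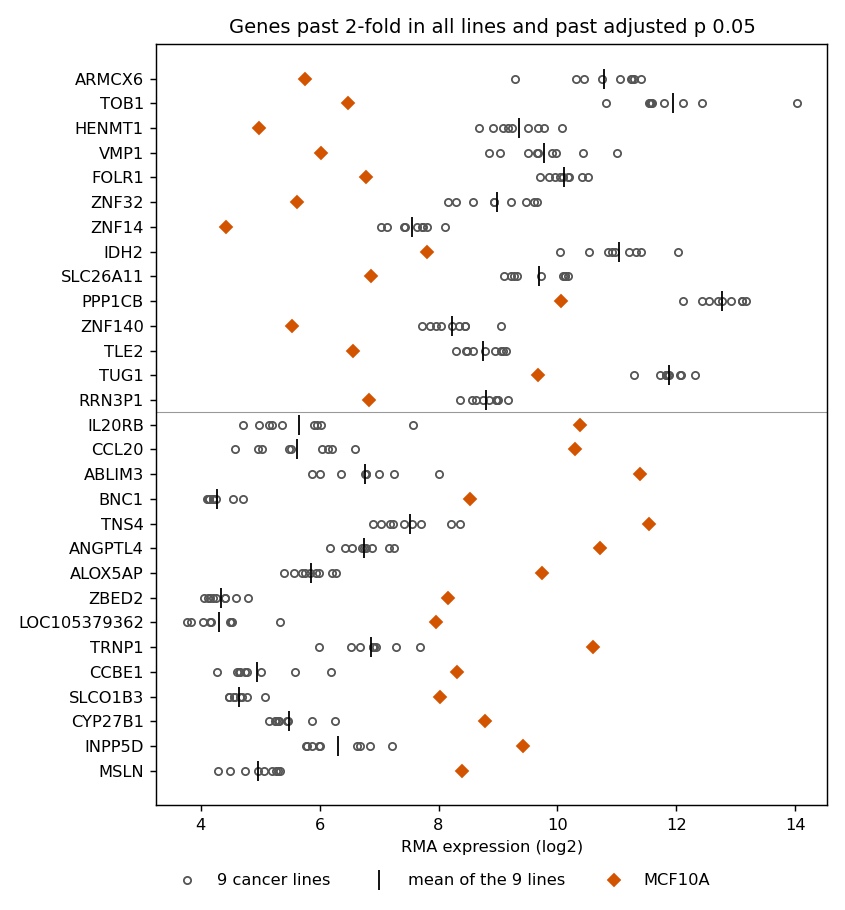
RMA expression (log2) of the genes past 2-fold in 9 of 9 lines and past adjusted p 0.05, 14 higher and 15 lower in the cancer lines, separated by the grey line. Open circles are the 9 cancer lines, the tick is their mean and the diamond is MCF10A, which lies outside the range of the cancer lines for every gene shown.

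At the 2-fold criterion alone, 95 genes were over and 234 under MCF10A in 9 of 9 lines, and 696 were over and 1316 under in at least 6 lines. Among these, the endoplasmic reticulum stress factor XBP1 was over MCF10A in 9 lines with a median of 2.09 (a mean difference of 0.63 at its next probe set), the homeobox gene HOXC10 in 9 lines with a median of 3.33, and the fibroblast activation protein gene FAP was under it in 9 lines with a median of -4.12. None of these 3 passed the adjusted p of limma (0.62, 0.35 and 0.18), though HOXC10 did in the 7 HCC lines alone (0.0092). In simulated data with no difference between the groups and a shared reference, a mean of 78.4 genes (48 to 99 in 100 draws) were over and 122 (100 to 143) under in 9 of 9 lines, and 781 and 902 in at least 6 lines. The 95 and 696 genes over MCF10A thus lay within or below the simulated range, whereas 234 and 1316 lay above it. Counts of this size were not particular to MCF10A. With HCC38 as the reference 290 and 1399 genes were under it, and with HCC1008 231 and 1151. No simulation was run for these references, so these counts have no simulated range of their own. The simulation drew normal values, which genes high in few lines may not follow. After renewed quantile normalization 107 and 805 genes were over MCF10A, and 196 and 1133 under. The 107 exceeds the highest draw of 99, but the simulation was not run again on these values. On average 2 lines shared 706 over calls and 1188 under calls, against 786 and 863 in the simulation and 180 and 418 for independent lists. The mean covariance of the differences between 2 lines was 0.626, and 0.577 in the simulation.

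**Figure D3:**
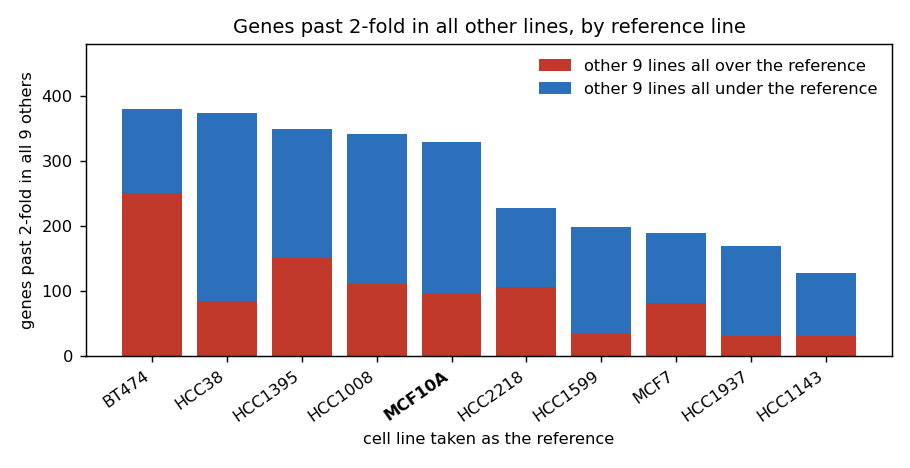
Number of genes past 2-fold in all 9 other lines (vertical axis) with each of the 10 cell lines taken as the reference (horizontal axis). Red marks genes for which the others lie over the reference, blue those for which they lie under it. MCF10A (329 genes) lies inside the range of 128 (HCC1143) to 380 (BT474).

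With another line as the reference, 128 (HCC1143) to 380 (BT474) genes were past 2-fold in all 9 others, and BT474, HCC38, HCC1395 and HCC1008 each gave more than the 329 of MCF10A. In the limma fit, HCC1395 as the reference gave 90 genes, MCF10A 64 and the other 8 lines 12 (HCC1143) to 61 (HCC1008). With 10 references the smallest one-sided share that MCF10A could take is 10%. Among the 7 HCC lines and MCF10A alone, none of the 7 reached the count of MCF10A (535). Against the 7 HCC lines, however, BT474 as the reference gave 947 genes and MCF7 gave 658.

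Responses to growth factor, steroid and inflammatory signals were examined through lists fixed beforehand. Of 19 measured EGF response genes, 11 lay under MCF10A in at least 6 lines and 1 lay over it. EREG, an EGF receptor ligand, fell from 7.25 in MCF10A to 5.13 ± 0.14 (SD, n = 9; limma adjusted p = 0.0084). Its cancer mean lies under the level filter, as does that of ZBTB16 below. DUSP6, a phosphatase that limits ERK signalling, had a median difference of -3.87 and the AP-1 gene FOSL1 one of -3.30, while the immediate early gene EGR1 was over MCF10A in 8 lines with a median of 4.06. Of 14 glucocorticoid response genes, 6 were under MCF10A in 9 of 9 lines and none over it in 6. ZBTB16 fell from 7.99 to 5.11 ± 0.17 (limma adjusted p = 0.0022), ANGPTL4 fell as given above, and FKBP5, a co-chaperone of the glucocorticoid receptor, and CAVIN2 had medians of -3.07 and -3.51, CAVIN2 passing only without HCC1143 (adjusted p = 0.021). Of 19 interleukin 1 and chemokine genes, 9 were under MCF10A in at least 6 lines and none over it. CCL20 and IL1B passed the test, IL1B at 6.51 ± 0.34 against 9.17 (limma adjusted p = 0.020), and IL18, CXCL1 and CXCL2 had medians of -4.39, -3.72 and -2.98. Of 17 p53 targets, 5 were under MCF10A in at least 6 lines, among them the pro-apoptotic gene BAX with a median of -4.04 (limma adjusted p = 0.0504, above the threshold, and 0.0493 without HCC1937), ZMAT3 with -2.35 and the epithelial gene SFN with -2.12.

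All 4 lists were shifted down in camera at a correlation of 0.01, with adjusted p = 9.0e-06 (EGF response), 1.3e-08 (glucocorticoid response), 9.0e-06 (interleukin 1 and chemokines) and 0.0018 (p53 targets). With an estimated correlation none of these calls held, at adjusted p = 0.24, 0.24, 0.41 and 0.41. Genes past adjusted p were 1, 2, 2 and 0 over all genes tested, and 2, 3, 3 and 2 adjusted over the list alone. The same camera test called 7 lists with HCC1395 as the reference, 6 with MCF10A or HCC2218, 3 to 5 with HCC1008, HCC1143, HCC1599, HCC1937 or BT474, and none with HCC38 or MCF7, and the mean statistics of the EGF, glucocorticoid and p53 lists were larger in size with MCF10A as the reference than with any other line. For interleukin 1 and chemokines HCC1143 as the reference gave a larger one (-2.30, against -1.68 with MCF10A). This last comparison was chosen after the data were seen.

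Genes of the epithelial layers of the breast were compared next. Of 20 basal and myoepithelial genes, 10 were under MCF10A in at least 6 lines and none over it, including KRT5, the laminin chain LAMB3 (median -3.34), the calcium-binding protein S100A2 (9.17 ± 2.79 against 14.44) and the caveolin CAV1 (-4.34). Camera placed the list lower (adjusted p = 0.033), but not with an estimated correlation (adjusted p = 0.72) or in the 7 HCC lines (adjusted p = 0.16). The call also ended without HCC2218 (adjusted p = 0.058) or without BT474 (adjusted p = 0.077). The median of the list was -2.91 in BT474, -2.89 in HCC2218 and -2.75 in HCC1008, but -0.07 in HCC1937 and -0.24 in HCC1395. Of 23 oestrogen receptor and luminal genes, 6 were over MCF10A in at least 6 lines and 1 under it (camera adjusted p = 0.089, and 0.014 without HCC1395). AGR2 had a median of 3.92 and XBP1 of 2.09, and the keratin KRT7 was under MCF10A in 9 lines with a median of -1.80 and a mean difference of -0.69 at its next probe set. Of 21 genes of the cornified envelope, 5 were under MCF10A in at least 6 lines (camera adjusted p = 0.089, 0.00051 without HCC1937, 0.048 without HCC2218 and 0.043 without a level filter), led by CSTA, SPRR1B (-4.84, passing limma only without HCC1937, adjusted p = 0.010) and the chloride channel regulator CLCA2 (-4.62).

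Among 16 genes of adherens and tight junctions, 4 were over MCF10A in at least 6 lines, namely CLDN3 (median 3.36), OCLN (2.50), CLDN4 (2.03) and TJP3 (1.74), and 1 was under it (camera adjusted p = 0.85, and 0.023 without HCC1395). In HCC1395 the list had a median of -1.97, while the mesenchymal list was at 1.44, the collagens at 3.20 and the fibroblast markers at 2.30. Over all lines, 7 of 19 mesenchymal genes were under MCF10A in at least 6 lines and 1 over it, with AXL, TWIST1 (median -4.86), LOX (-4.72) and FAP named by the rule (camera adjusted p = 0.46). Of 15 collagen genes 3 were over and 4 under MCF10A (camera adjusted p = 0.85), with COL5A1 at 2.38 and COL8A1 at -5.65. Of 14 fibroblast markers 2 were over and 2 under (camera adjusted p = 0.57), including the proteoglycan DCN, which was under MCF10A in 8 lines and over it in HCC1395 (limma adjusted p = 0.0079 without that line), and FBLN1 at 1.90, which was at -0.18 when probe sets ending in _s_at or _x_at were left out.

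With an estimated correlation the cornified envelope, luminal and junction lists had adjusted p = 0.79, 0.90 and 0.95. None of the genes of these 7 epithelial and stromal lists passed adjusted p of limma over all genes tested. Adjusted over the list alone, 1 gene passed in each of the cornified envelope, mesenchymal and fibroblast lists and 0 in the other 4.

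**Figure D4:**
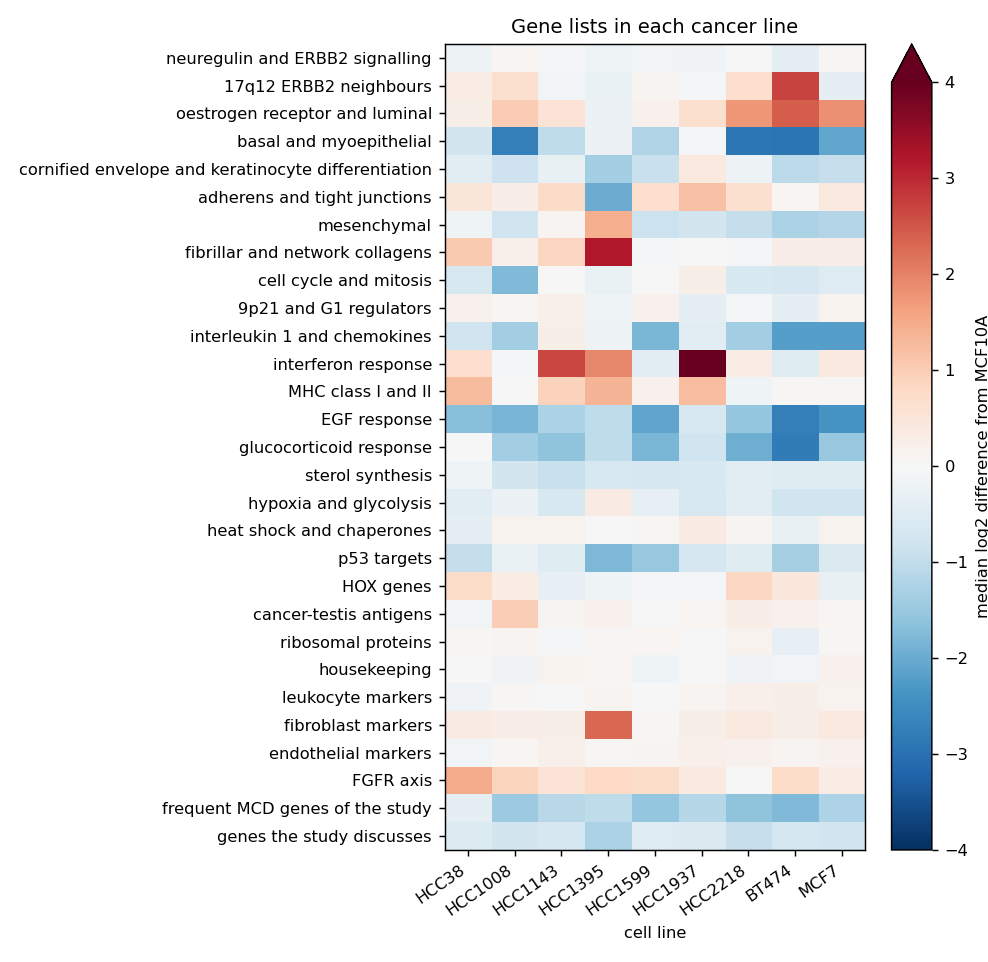
Median log2 difference from MCF10A of the measured members of each of the 29 gene lists (rows) in each of the 9 cancer lines (columns), with red over and blue under MCF10A. The EGF response row is below 0 in every line, from -2.72 (BT474) to -0.64 (HCC1937), and the interferon response row reaches 4.73 in HCC1937, past the end of the colour scale.

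The neuregulin pathway, which the study examined, and the genes around ERBB2 were compared next. The receptor gene ERBB2 read 13.77 in BT474, 13.28 in HCC2218 and 11.79 in HCC1008 against 9.48 in MCF10A, and differed by -2.13 in HCC1395. GRB7, its neighbour on chromosome 17, differed by 3.38 in BT474 and 1.71 in HCC2218 but by -1.30 in HCC1395 and -1.11 in MCF7, with a median of -0.64, and PGAP3 was over MCF10A in 7 lines. The median of the 12 genes around ERBB2 was 2.70 in BT474 and 0.66 or less in the other lines, with no call for the list (camera adjusted p = 0.20). Of 35 neuregulin and ERBB2 signalling genes, 5 were under MCF10A in at least 6 lines and 1 was over it (camera adjusted p = 0.43). HRAS was under MCF10A in 9 lines with a median of -2.95, the adaptor gene SHC1 in 8 lines with -2.13, and the BCL2 family gene BAD in 8 lines with -1.65, while ERBB3 was over it in 8 lines with 2.67 and under it in HCC1395. No gene of this list passed adjusted p over all genes tested, and 2 did adjusted over the list alone. Of 10 genes of the FGFR axis, 3 were over MCF10A in at least 6 lines and none under it (camera adjusted p = 0.089, 0.048 without HCC2218 and 0.41 with an estimated correlation). Neither the ERBB2 neighbours nor the FGFR axis had a gene past adjusted p, over all genes or adjusted over the list alone. FGFR3 had a median of 3.56 and FGFR2 of 2.63, with 2.40 at the next probe set of FGFR2, over MCF10A in 7 lines. When probe sets ending in _s_at or _x_at were left out FGFR2 was at -0.61, at a probe set with a mean level of 5.96, under the filter.

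Of the 21 measured genes with frequent MCD in the study, 14 were under MCF10A in at least 6 lines and 2 over it. The list was shifted down (camera adjusted p = 9.3e-06), which did not hold with an estimated correlation (adjusted p = 0.24). Since the study chose these genes on the same arrays, neither this nor the 3 genes that pass adjusted over the list alone is independent evidence of their direction. Over all genes tested, TNS4 and SYT8 passed, TNS4 with a median of only -0.82 at its next probe set and SYT8 at 6.62 ± 0.35 (SD, n = 9) against 9.66 (limma adjusted p = 0.011). ELK3, an ETS family transcription factor, was under MCF10A in 9 lines with a median of -2.75, CCNA1 in 8 lines with -1.31 and TUSC3 in 5 lines with -1.16, and LMCD1 was over it in 9 lines with 2.62, but at its next probe set in 2 lines with 0.37. The next probe set of ELK3, with a mean level of 5.46, had -0.53. FGFR1, which the study counted as underexpressed, was over MCF10A in 4 lines and under it in 0 at its highest probe set. At another of its 7 probe sets, with a mean level of 5.37, it was under MCF10A in 8 lines. OSBPL5 was under MCF10A in 0 lines at its highest probe set and in 8 at its other. SNRPN was read by 1 probe set with a mean level of 3.56, under the filter.

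Among the 19 measured genes that the study discusses, 8 were under MCF10A in at least 6 lines and 3 over it (camera adjusted p = 0.11). None passed adjusted p over all genes tested and 4 did adjusted over the list alone. This is not independent evidence for the genes that the study chose on these arrays. Some it took from earlier knowledge, such as ESR1, BRCA1 and ERBB2 as known breast cancer genes and FGFR2 from another report. PTEN, TP53 and BRCA2, which the study also discusses, had no probe set with exactly 1 gene symbol and were not analysed. CD70 was under MCF10A in 9 lines with a median of -1.86, the TGF-beta co-receptor ENG in 8 lines with -1.73, and BRCA1 in 6 lines with -1.77. The oestrogen receptor gene ESR1 was over it in 6 lines, by up to 5.07 in MCF7, and COL1A1 in 8 lines, with a median of 1.74. The next probe sets gave less: 0 lines for ESR1 (median 0.25; 5 lines at another, with 1.02), 0 lines for COL1A1 (-0.68; 6 lines at another, with 1.25), 0 lines under MCF10A for ENG (0.34) and 2 for BRCA1 (-0.43). CASP1 was under MCF10A in 6 lines at the probe set of highest mean, with a median of -1.49, and in 9 lines when any of its 5 probe sets could pass, a count chosen after the data were seen. GNAS was past 2-fold in 0 lines at its highest probe set, with a median of 0.46, and over MCF10A in 9 lines and under it in 1 when any of 12 probe sets could pass. HSP90AB1 was past 2-fold in 0 lines at its highest probe set, with a median of 0.26, and in 9 lines at the next one, with 3.87. SH3TC1 of the MCD list was likewise past 2-fold in 0 lines at one probe set and under MCF10A in 9 at its other. MAP2K1, which the study described as overexpressed in some lines and underexpressed in others, was over MCF10A in 0 lines and under it in 1.

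Several genes were over MCF10A in some lines and under it in others, 1716 in all, against a mean of 1884 in the simulation. The widest range was that of the aldo-keto reductase AKR1C3, from -7.07 in HCC2218 to 2.48 in HCC1395. The extracellular matrix gene EFEMP1 went from -5.97 in HCC2218 to 3.36 in HCC38, and RARRES1 from -3.22 to 6.07. The selenium carrier SELENOP was over MCF10A in 8 lines and under it in 1, the actin-binding CNN3 was -6.65 in MCF7 and up to 2.28 elsewhere, and the cytidine deaminase APOBEC3B went from -5.36 to 3.50. No test of these differences between lines was possible with 1 array per line.

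Genes high in a line were ranked by its value minus the median of the other 8 cancer lines, again without a replicate check. MCF7 was set apart by the long non-coding RNA DSCAM-AS1 (13.86, with the next line at 10.45) and the amino acid transporter SLC7A2, and BT474 by the vitamin B12 binder TCN1 (13.63, next line 6.81) and the progesterone receptor PGR (12.14, next line 7.80). The oestrogen-induced TFF1 was among the 3 leading genes of HCC2218, BT474 and MCF7, at 14.36, 13.03 and 14.05. HCC2218 also had CLCA2 and the apocrine marker PIP, HCC1008 the cancer-testis antigen MAGEA6 (11.55 against 4.47 or less in the others) with the secretory genes SCGB2A2 and CRISP3, and HCC1937 the interferon-induced IFI27, CLTRN and the protease KLK5. HCC1395 had the stromal genes LUM, NID2 and COL8A1, HCC1599 the stem cell marker PROM1 and the Wnt inhibitor WIF1, and HCC1143 GABRP, BMP2 and AXL. Not all of these were high in 1 line alone, since GABRP was 12.16 in HCC1143 and 12.65 in HCC1599, and AXL was 11.15 in HCC1143, 10.49 in HCC1937, 10.21 in HCC1395 and 9.73 in HCC38. SPARC, WIF1, PIP, SLC7A2, IFI27 and KLK5 also had another cancer line at 10.04 (KLK5) to 13.08 (PIP). The metalloproteinase MMP7 led in both HCC38 (13.22) and HCC1599 (13.11), and HCC38 had in addition SPARC and MMP20. HCC1395 had the most genes more than 4 above the median of the other lines, 109 with a level of at least 8, and BT474 the fewest, 26. For genes more than 4 below a median of at least 8, HCC2218 had the most, 75. BT474 and HCC1395 had 68 each there, and HCC38 the fewest, 11.

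Over the 15702 genes at the level filter, MCF10A correlated with the 9 cancer lines at a median Pearson r of 0.819 (range 0.783 to 0.865), and the 36 pairs of cancer lines at a median of 0.824 (range 0.741 to 0.897). These are correlations across genes, which are not independent replicates. The closest pair was HCC1143 and HCC1937 (0.897), followed by BT474 and MCF7 (0.884). MCF10A was closest to HCC1143 (0.865).

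The control probe sets showed the MCF10A array apart from the rest. The 3' probe set for 18S ribosomal RNA read 12.76 on it and 7.72 ± 0.62 on the cancer arrays (SD, n = 9). The spiked-in bacterial transcript dap was 3.59 brighter at its 3' than at its 5' probe set on the MCF10A array and 0.48 ± 0.08 brighter on the 7 HCC arrays, and thr was 3.56 against 0.56 ± 0.04. The lys and phe spikes differed less, by 0.51 and 0.97 on MCF10A against 0.13 ± 0.15 and 0.40 ± 0.11 on the 7 HCC arrays. The difference was 1.40 for lys on MCF7 and 1.75 for phe on BT474. There the 3' probe sets read only 4.91 and 5.33, under the level filter. On the BT474 and MCF7 arrays the 3' probe set of dap read 3.78 and 3.56. For ACTB the difference between the ends was 0.88 on MCF10A, 1.45 ± 0.33 on the HCC arrays, 0.05 on BT474 and 0.07 on MCF7.

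**Figure D5:**
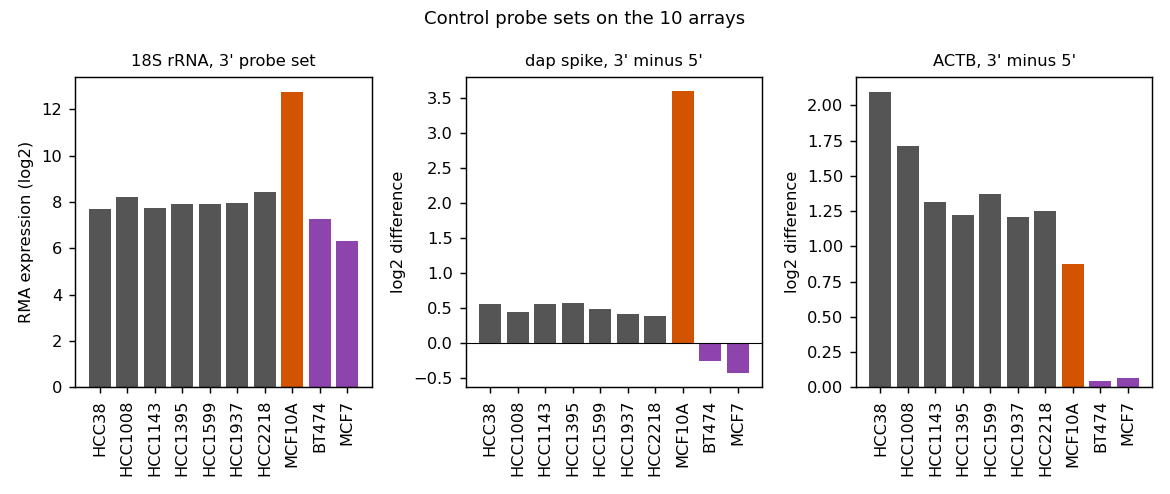
Control probe sets on the 10 arrays, with MCF10A in orange, the 7 HCC lines in grey and the caBIG arrays of BT474 and MCF7 in purple. The left panel gives RMA expression (log2) of the 18S rRNA 3' probe set, the middle and right panels the log2 difference between 3' and 5' probe sets of the dap spike and of ACTB. MCF10A stands out at 12.76 for 18S and 3.59 for dap.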

Values the study reported

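The study called a gene differentially expressed in a line at a log2 difference from MCF10A greater than 1. In its simulated data the proportion of frequencies at or above 6/9 was 0.020, and 6/9 was used as the threshold of recurrence. These frequencies are of expression changes with a matching DNA change in the same line, whereas the counts given here are of expression alone. At that threshold it listed 1162 deregulated genes with a change in at least 1 DNA dimension. It described CASP1 as underexpressed, and GNAS as differentially expressed, in 9 of the 9 cancer lines.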

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

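The test of a single shared reference was chosen only after the result was seen, as was the demand that the lower confidence limit for next probe sets, and not the share alone, exceed 80%. The demand that the EGF and glucocorticoid lists also pass with an estimated correlation was not in the rule written beforehand. The other tests were chosen before. Of 166 values tested over the 9 cancer lines, 30 (18.1%) had 1 line far from the others by Dixon's test, which chance gives in about 1 in 20 groups. Line-specific genes were picked for a high value in 1 line, so their flags are partly built in. With 1 array per line none of these values has a replicate.

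In HCC1395 the junction genes OCLN (6.77), CLDN4 (5.60) and TJP3 (6.21) and the receptor ERBB3 (4.97) were the lowest of the 9 lines, and the matrix genes COL8A1 (11.93), DCN (11.11), LUM (11.45) and NID2 (11.96) the highest. In BT474 the lowest were TUSC3 (5.45), the immediate early gene EGR1 (6.36) and the glucocorticoid-induced FKBP5 (5.51), and the highest TCN1 (13.63) and the progesterone receptor PGR (12.14). HCC38 was highest for the cyclin CCNA1 (8.28), KCTD4 (5.71) and MMP20 (10.72), and lowest for RPL8 (12.49). HCC1008 was highest for MAGEA6 (11.55), MAGEB2 (5.41) and CRISP3 (11.30), of which MAGEB2 lies under the level filter. HCC1143 was highest for the chemokine CXCL1 (10.02), BMP2 (11.41) and LOC105379362 (5.33). HCC1937 was highest for IL20RB (7.57), SPRR1B (8.38) and CLTRN (10.83), HCC2218 for TOB1 (14.03) and SPRY4 (10.08). MCF7 was lowest for HOXC10 (6.24) and CNN3 (3.46).

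Some genes lay over MCF10A in some lines and under it in others, and these differences between lines were not tested. Their differences spanned 9.56 on the log2 scale for AKR1C3, 9.33 for EFEMP1, 9.30 for RARRES1, 9.09 for SELENOP, 8.93 for CNN3 and 8.86 for APOBEC3B.

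The first pattern weighed was the 329 genes past 2-fold from MCF10A in every cancer line. Against the 7 HCC lines, BT474 as the reference gave 947 such genes and MCF7 658, against 535 for MCF10A, which met the bound set beforehand for arrays of another source. However, source and cell line cannot be told apart for BT474 and MCF7, so these counts cannot show what source does. HCC lines as the reference against the other 6 gave 205 (HCC1143) to 575 (HCC2218), with fewer lines to pass. Of the 9 cancer lines, 4 gave at least as many as MCF10A when taken as the single shared reference, but 1 did with the median over probe sets and 0 of the 7 among the HCC lines and MCF10A alone, so this explanation rests on the setting. A single poor probe set was weighed at the next probe set of 126 genes. On the mean of lines 82.5% had it on the same side (Wilson 95% interval 74.98 to 88.2), against 90.9% to 97.0% with the other references. In all lines 63.5% had it on the same side. Past 2-fold in all lines it was for only 26 genes (20.6%), against 26.8% to 44.3% with the other references. This leaves a single poor probe set open for part of the genes. A difference between malignant and non-malignant lines also stays open, and cannot be told apart from the origin of the MCF10A array.

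The next pattern was the lower EGF response genes, such as EREG and DUSP6. EGF and hydrocortisone in the medium given for MCF10A may raise both EGF and glucocorticoid response genes there, and both lists were lower in the cancer lines in camera at the preset correlation. This met the rule written beforehand, which did not ask for an estimated correlation. With an estimated correlation the glucocorticoid list had an adjusted p of 0.239. Over the alternatives its adjusted p ran from 1.96e-10 to 0.239. The medium is confounded with the cell line, so medium and line cannot be told apart.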

How the results depend on the processing

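The counts over any probe set and the list tests with another reference were chosen only after seeing the data; the other alternatives were chosen before. No paired analysis was possible because each line has 1 array and no partner. For arrays, signal near background limits calls, and MAGEB2 or KCTD4 lie under the filter in all cancer lines.

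Of the main counts and correlations under alternatives other than leaving out a line, 74 stayed the same and 35 moved. A count of genes or lists was taken as the same within 1.5 times its main value, a count of references within 1, and a correlation within 1 SD over pairs. A level filter of 7 gave 62 genes over MCF10A in all lines, and 8 higher and 32 lower in limma. All 14 genes called higher in the main fit were still tested, since the lowest cancer mean among them was 7.56 (ZNF14). The cause of their lost calls was not tested. A log2 difference of 1.5, a stricter limit, gave medians of 911 over and 1327 under per line, 337 over and 582 under in at least 6 lines, 39 over and 88 under in all lines, 595 mixed genes, and 127 genes with MCF10A as the swapped reference. Only the 7 HCC lines gave 172 over and 363 under in all lines and 535 in the swap, as fewer lines must be passed, and 0 references reaching MCF10A. The median over probe sets left 1 such reference. For both of these counts of references the cause was not tested.

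With caBIG origin as a covariate limma gave 22 higher and 78 lower, and the cause was not tested. With MCF10A as a fixed reference it gave 3405 and 3644, because the spread of MCF10A is left out, and treat, a stricter test, gave 2 and 7. Camera with an estimated correlation called 0 lists and fry 0, though fry in either direction passed for 6 lists: glucocorticoid response (adjusted p = 1.65e-08), frequent MCD genes (1.76e-06), EGF response (2.08e-06), HOX genes (0.0048), interleukin 1 and chemokines (0.025) and p53 targets (0.039). With another line as the reference camera called 0 (HCC38), 3 (HCC1008), 3 (HCC1143), 3 (BT474) and 0 (MCF7), and the cause was not tested. Without a level filter the median correlations were 0.885 with MCF10A and 0.891 between cancer lines. Any probe set gave 1245 over and 2365 under in at least 6 lines, and 221 and 547 in all lines, since more probe sets can pass.

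Signs reversed for RRN3P1 (-0.42), LSS (0.074) and PDK1 (0.17) with the median over probe sets, and for RRN3P1 (-0.085), FGFR2 (-0.61) and FBLN1 (-0.18) without _s_at and _x_at probe sets. Other probe sets then stand for these genes. Of the other named-gene values 579 kept their sign and their side of adjusted p 0.05, whatever their size, 18 lost and 5 gained the call, and 13, in genes with no call and past 2-fold in fewer than 6 lines, changed sign. The 64 called genes shared 46 with the 88 called from the median over probe sets and 57 with the 59 called after renewed quantile normalization, which moved the median of all genes by up to 0.125.

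Leaving out each line gave medians of 1736 to 1744 over and 2346 to 2462.5 under per line, 475 to 586 over and 979 to 1105 under in at least 6 of 8 lines, 101 to 134 over and 254 to 289 under in all lines, and 1443 to 1595 mixed genes. The limma fit gave 7 to 13 higher and 34 to 50 lower genes, with 7 without HCC1008, HCC1143 or MCF7, 8 without HCC38 and 9 without HCC1599 or HCC2218. Among the genes named by the rule, 12 lost their limma call in at least 1 of these fits, 81 values in all, while 4 values gained a call, 31 changed sign in genes with no call, and 1360 kept sign and side of the threshold. TLE2, SLC26A11, IL20RB, CCBE1 and INPP5D each lost it in 8 of the 9 fits. Camera called 6 to 8 lists. The adjusted p of the basal list ranged from 0.0103 (without HCC1937) to 0.0773 (without BT474).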

Other observations

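The list test with other references and the count over any probe set were chosen only after the data were seen. The test of the 18S probe sets was chosen before.

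The cell cycle list had a median of -0.41, with 1 of 30 genes under MCF10A in at least 6 lines, the mitotic kinase PLK1 (median -1.31, camera adjusted p = 0.089). Of 11 regulators on 9p21 and of G1, CDKN2B (4.07), MTAP (2.31) and CDKN2A (2.07) were over MCF10A in 6 or 7 lines and 2 genes were under it, including CCND3 (-1.88). This list had a median of -0.16, a mean of 0.20 and no call (camera adjusted p = 0.922, down). Of 19 interferon response genes ISG15 (2.35), MX1 (1.77) and IFI27 (1.49) were over MCF10A in 6 lines and OAS3 (-1.37) under it in 6 (camera adjusted p = 0.154), and the median of the list was 4.73 in HCC1937 and 2.67 in HCC1143. Of 15 MHC genes HLA-DMA (2.31) and CD74 (1.25) were over MCF10A in at least 6 lines (camera adjusted p = 0.113).

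Of 14 sterol synthesis genes LSS (-2.15) and STARD4 (-1.89) were under MCF10A in at least 6 lines (camera adjusted p = 0.089, 0.030 in the 7 HCC lines, 0.048 without BT474 and 0.414 with an estimated correlation). Of 18 hypoxia and glycolysis genes PDK1 (-1.85) and P4HA1 (-1.84) were (camera adjusted p = 0.154). LSS and PDK1 changed sign with the median over probe sets. No heat shock gene of 15 passed 2-fold in 6 lines (camera adjusted p = 0.842), and the mean of that list changed sign without HCC1008, HCC1143, HCC1937 or MCF7.

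Of 15 HOX genes HOXC10 (3.33) and HOXB7 (1.86) were over MCF10A in at least 6 lines and HOXA2 (-1.59) and HOXB2 (-1.34) under it, with a median of -0.04 and a mean of 0.34 (camera adjusted p = 0.655). Of 15 cancer-testis antigens, 6 reached the level filter and 0 passed 2-fold in 6 lines (camera adjusted p = 0.655). None of 17 ribosomal protein genes and none of 24 housekeeping genes passed 2-fold in 6 lines (camera adjusted p = 0.922 and 0.858). The ribosomal list had a median of 0.11 and a mean of -0.00313, and the housekeeping list a median of -0.03 and a mean of -0.02 with an upward test. Of 15 leukocyte markers CD14 (-2.24), CORO1A (-1.55) and LAPTM5 (-1.39) were under MCF10A in at least 6 lines, with a list median of 0.10 and a mean of -0.22 (camera adjusted p = 0.858). Of 12 endothelial markers 1 was under it, with a median of 0.13 and a mean of -0.04 (camera adjusted p = 0.913). No gene of these 13 lists passed limma over all genes tested, and adjusted over the list alone 2 HOX genes passed and 0 in the other lists.

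The 18S ribosomal RNA 3' probe set read 12.76 on the MCF10A array. General carry-over of RNA without a poly-A tail was tested on 41 replication-dependent histone genes, whose median was -0.52 on MCF10A minus the mean of the cancer lines. Only 6 were brighter on MCF10A and 0 by more than 1, which argues against a carry-over large enough to lift these genes. Of the 41 genes, 27 reached the level filter. With 1 MCF10A array, lower expression of these genes in that line could hide a carry-over. Other origins of the 18S signal were not tested.

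GNAS was past 2-fold in 0 of 9 lines at the probe set with the highest mean, and in 9 when any probe set was counted. The count at the highest probe set is lower than the value quoted from the study above.

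BT474 and MCF7, the pair from caBIG, correlated over genes at 0.884, and HCC2218 correlated with them at 0.848 and 0.858. No verdict on their shared origin is drawn. Of genes with at least 2 probe sets, 761 of 10523 (7.23%) were over MCF10A at 1 probe set and under it at another in the same line.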
